A study of Nothobranchius furzeri with 168 samples.

How the data were processed

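RNA was measured in brain and skin of 84 turquoise killifish (Nothobranchius furzeri), a short-lived fish, of 3 strains, with 2 libraries per fish. Per the labels, total RNA was extracted with a column kit and made into libraries with a TruSeq RNA v2 kit. The deposited table holds raw, whole-number counts per gene, and the authors did not normalise them. The labels do not name the aligner, the counting program, the genome build or the annotation, and give no sequencing batch or date. The table holds 26739 gene IDs in 168 columns, each column matched 1 sample, and 752 genes had no count in any library. The table pairs the IDs with no gene names, and 0 of the IDs matched a RefSeq gene table of the NfurGRZ-RIMD1 assembly. Genes are therefore given by the deposited IDs, without names or positions. The 4 gene lists fixed beforehand (cell cycle, collagen, immune and cytosolic ribosomal protein genes) and the lists of cell-type markers use gene symbols, so they could not be applied, and no test of them was run.

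Libraries were grouped by the strain, age, sex and tissue of their labels, and no library was moved to another group. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Within each tissue, all 84 libraries entered a single quasi-likelihood fit with 1 mean per group, with TMM normalisation and robust estimation. Genes were kept with edgeR's own filter by group at its default minimum count of 10, which left 23237 genes in brain and 23722 in skin. The removed genes held 0.00557% of the brain counts and 0.00290% of the skin counts. Brain was compared with skin in fits of the groups concerned only. The edgeR quasi-likelihood F-test is 2-sided, p-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene is called changed at an adjusted p under 0.05. The comparisons were strains at one age, ages within a strain, the sexes of GRZ-D at day 49, the difference of the age changes of GRZ-D and MZM-0403, brain against skin in GRZ-D at day 21, and the difference between the tissues in the age change of GRZ-D. CPM are edgeR's scaled counts, computed with TMM-scaled library sizes. The SE given with a log2 fold change is the size of that change divided by the square root of its F statistic. It was derived from the test and is not a separate estimate of error. Fold changes against a group with at most 3 counts in every library were computed against a floor of 3 counts and are given as lower bounds. Intervals of shares are 95% Wilson intervals. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules.

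A tissue profile was made for brain and for skin as the mean log2 CPM (prior count 2) of the day 21 libraries over the 18078 genes with a mean log2 CPM above 0, and each library was correlated with both. A day 21 library was left out of the profile it was compared with. A strain score was made from genes that differed by at least 4 on the log2 scale between GRZ-D and both other strains at day 21, in brain and in skin. Genes far higher in one tissue were those with a log2 difference of at least 4 between the tissues.

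The rule for genes to name was fixed before the data were examined, as were the comparisons, the tests and the alternatives, except where the text says otherwise. A gene qualified with an adjusted p under 0.05, no overlap between the CPM of the libraries compared, and a mean of at least 5 CPM in the higher group. Qualifying genes were ranked by the smaller of their log2 fold changes in the pair of comparisons concerned, and the first 2 in each direction are named. They are named for 2 sets in each tissue: genes changed the same way in GRZ-D against both other strains at day 21, and genes changed the same way with age in GRZ-D and in MZM-0403. The rule also ranked genes for the other comparisons. Those were left unnamed, a decision made after their values had been seen, because the IDs carry no names, and the genes ranked for sex also because of the libraries at odds with their tissue labels.

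The method was tested on simulated data made from the real means, library sizes and spread of the groups without a library at odds with its tissue label, with 200 genes changed by known amounts. In brain it recovered 188 of them with 8 false calls in the comparison of GRZ-D at day 147 and day 35, and 176 with 8 false calls in the smaller comparison of MZCS-0403 at day 147 and day 39. In skin it recovered 167 with 12 false calls and 143 with 6 false calls. The simulated fits left out the 3 groups that hold such libraries, and the changed genes were drawn from genes with higher mean counts. The reported fits keep these groups and have a wider spread. Their median biological coefficient of variation was 0.308 against 0.204 in brain and 0.392 against 0.301 in skin. The recovery therefore does not describe the reported fits.

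The labels give brain and skin of the same fish. Within 12 groups, deviations from the group means in brain and in skin of the same fish were correlated across genes. These correlations averaged 0.0400 to 0.228. Averages between different fish were negative, which largely follows from centring on the group means and is no separate evidence. A fit with the fish as a block is therefore among the alternatives for the tissue comparisons. The closest pair of replicate libraries differed by a chi-square of 5.58 per degree of freedom over genes with at least 20 reads, so no library repeats another of its group. Libraries of different groups were not compared in this way.

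Alternatives were RLE size factors, no filter on low counts, only the libraries of the groups compared, 2 surrogate variables (sva 3.50.0), the DESeq2 1.42.0 Wald test, limma 3.58.1 voom with sample quality weights, and the replicate number or the fish as a block. Comparisons with a group of 3 to 5 libraries were also refitted without each of their libraries in turn. Splits of the libraries into other groups of the same sizes were fitted with the libraries compared only, at most 100 per comparison. The tissue labels of the day 21 fish were exchanged within fish for those splits. To test depth, counts were thinned at random to the smallest total of the libraries fitted. Calls expected from shared libraries alone were simulated from counts with no difference between the groups. Ages at which a strain had only females were not compared with ages of males, since sex and age could not be separated there. Ages with too few males were left out for their small number. Females of the longer-lived strains and MZCS-0403 males at day 287 therefore entered the fits but no comparison in the report. The day 100 group of GRZ-D was not among the planned comparisons.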

Results

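Gene expression was measured by RNA sequencing in brain and skin of turquoise killifish of the short-lived strain GRZ-D and of MZCS-0403 and MZM-0403, 2 strains that live longer, at several ages. The 168 libraries came from 84 fish. GRZ-D males numbered 8 at day 21, 6 at day 35, 6 at day 49, 7 at day 100 and 6 at day 147, and 3 GRZ-D females were sampled at day 49. MZCS-0403 males numbered 6 at day 21, 4 at day 39, 3 at day 147 and 2 at day 287, and its females 1 at day 147, 5 at day 217 and 5 at day 287. MZM-0403 was sampled as 6 males at day 21, 5 males at day 35, 5 females at day 147 and 6 males at day 287. Total counts in brain ran from 18218533 in replicate 6 of MZCS-0403 males at day 39 to 41254724 in replicate 6 of GRZ-D males at day 147. In skin they ran from 12376397 in replicate 1 of MZCS-0403 males at day 147 to 36230200 in replicate 12 of MZM-0403 males at day 35. At these depths a floor of 3 counts lies well below 1 CPM in every library. The 10 most counted genes of a library held between 3.61% (Wilson interval 3.60% to 3.62%) and 29.7% (29.73% to 29.76%) of its counts.

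Each library was compared with the mean day 21 profile of both tissues, to check its tissue label. In 152 libraries the correlation across genes was higher with the labelled tissue (0.875 to 0.986) than with the other (0.260 to 0.535). In the other 16 libraries it was the reverse. The 8 of these labelled brain had correlations of 0.946 to 0.966 with the skin profile and 0.316 to 0.349 with the brain profile. The 8 labelled skin had correlations of 0.9395 to 0.978 with the brain profile and 0.324 to 0.467 with the skin profile. They are both libraries of 8 fish: all 6 GRZ-D males of day 49, replicate 8 of the GRZ-D females of day 49, and replicate 7 of the MZCS-0403 females of day 287. Genes are not independent replicates in these correlations. The libraries stayed in the groups of their labels. Apart from the comparison of the sexes, no comparison reported here uses these 3 groups, but the groups enter the estimate of the spread between replicates that all comparisons within a tissue share.

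**Figure D1:**
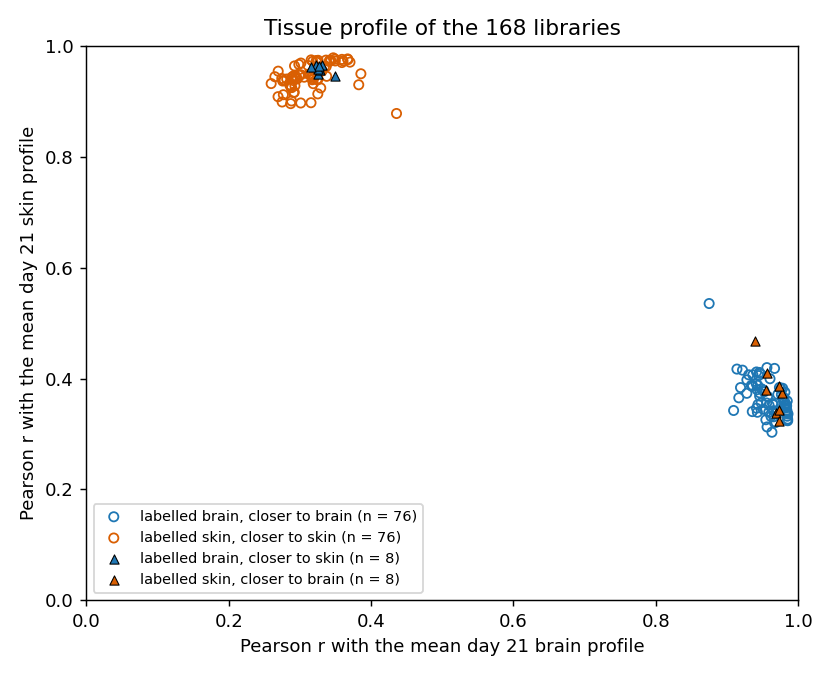
Pearson correlation across genes of each of the 168 libraries with the mean day 21 brain profile (horizontal axis) and the mean day 21 skin profile (vertical axis). Circles are the 152 libraries closer to the labelled tissue and filled triangles the 16 closer to the other tissue, which sit among the circles of that other tissue.

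Whether brain and skin differ was asked in the 8 GRZ-D males of day 21. Of 20272 genes tested, 17659 differed by the edgeR quasi-likelihood test, 9001 higher in brain and 8658 higher in skin. The alternative that moved this count most was to leave low counts in, which gave 19843.

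Strains were compared at day 21 to find expression that sets the short-lived strain apart at the youngest age sampled. In brain, 4697 of 23237 genes differed between GRZ-D (n = 8) and MZCS-0403 (n = 6), of which 2442 were higher and 2255 lower in GRZ-D, and 2017 changed at least 2-fold. Limma voom with quality weights moved this count most, to 8620. Against MZM-0403 (n = 6), 4719 genes differed in brain, 2455 higher and 2264 lower in GRZ-D. The longer-lived strains differed from each other in 2151 brain genes, 1108 higher and 1043 lower in MZCS-0403. In skin, 8002 of 23722 genes differed between GRZ-D and MZCS-0403, 4002 higher and 4000 lower in GRZ-D. Limma voom moved the skin count most, to 10295. GRZ-D and MZM-0403 differed in 8412 skin genes, 4533 higher and 3879 lower in GRZ-D, and the longer-lived strains in 2767, 1600 higher and 1167 lower in MZCS-0403.

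Genes that differed between GRZ-D and both other strains numbered 2678 in brain, and 97.6% of them differed in the same direction. Across genes the log2 fold changes of the 2 comparisons correlated at 0.664. Both comparisons use the same GRZ-D libraries. Counts of the day 21 groups simulated without any strain difference gave a correlation of 0.413 and the same sign in 63.7% of all 20245 genes fitted. In the simulation 0 genes were called in both comparisons in either tissue. It therefore gives no baseline for the share of called genes with the same direction. In skin, 5203 genes differed from both strains, 98.3% in the same direction, with a correlation of 0.613 against 0.444 in the simulation. Genes are not independent replicates in these correlations.

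The named genes of this set in brain were chosen by the smaller of their changes. Nfu_g_1_017016 had 6.41 ± 2.58 CPM (SD, n = 8) in GRZ-D. MZCS-0403 had no count in any of its 6 libraries (at least 43.5-fold higher in GRZ-D; adjusted p 1.5e-17, edgeR), and MZM-0403 had at most 2 counts (at least 43.1-fold; adjusted p 2.85e-17, edgeR). Nfu_g_1_011306 had 24.8 ± 2.12 CPM in GRZ-D, at least 168.5-fold above MZCS-0403 (adjusted p 1.1e-19, edgeR). Its level in MZM-0403 was 0.215 ± 0.430 CPM (n = 6), a log2 fold change of 7.07 (SE 0.50, adjusted p 5.57e-18, edgeR). Nfu_g_1_014748 had at most 2 counts in each of the 8 GRZ-D libraries. It had 17.4 ± 5.196 CPM in MZCS-0403 (at least 140.2-fold lower in GRZ-D; adjusted p 3.9e-21, edgeR) and 24.3 ± 5.88 CPM in MZM-0403 (at least 195.5-fold lower; adjusted p 4.1e-22, edgeR). Nfu_g_1_007949 had at most 3 counts in GRZ-D, against 20.3 ± 1.40 CPM in MZCS-0403 (at least 163.6-fold lower; adjusted p 1.9e-21, edgeR) and 13.8 ± 7.59 CPM in MZM-0403 (at least 111.6-fold lower; adjusted p 3.45e-20, edgeR). The libraries of GRZ-D did not overlap those of the other strains in any of these genes, as the rule requires.

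In skin, Nfu_g_1_009595 had 7.63 ± 6.44 CPM (SD, n = 8) in GRZ-D and 0.111 ± 0.0974 CPM (n = 6) in MZCS-0403, a log2 fold change of 6.04 (SE 0.74, adjusted p 8.85e-10, edgeR). MZM-0403 had at most 1 count of it (at least 42.7-fold higher in GRZ-D; adjusted p 4.35e-11, edgeR). Nfu_g_1_009854 had 5.92 ± 3.97 CPM in GRZ-D, with log2 fold changes of 5.85 (SE 0.77, adjusted p 5.58e-09, edgeR) against MZCS-0403 and 5.98 (SE 0.78, adjusted p 4.4e-09, edgeR) against MZM-0403. Nfu_g_1_014748 was lower in GRZ-D in skin too, with at most 1 count in each library. Its skin level was 18.6 ± 7.09 CPM in MZCS-0403 (at least 122.9-fold lower in GRZ-D; adjusted p 1.89e-22, edgeR) and 29.04 ± 7.43 CPM in MZM-0403 (at least 191.7-fold lower; adjusted p 8.49e-24, edgeR). Nfu_g_1_010564 had at most 2 counts in GRZ-D, against 5.76 ± 3.18 CPM in MZCS-0403 (at least 38.1-fold lower; adjusted p 5.76e-13, edgeR) and 20.7 ± 16.2 CPM in MZM-0403 (at least 136.7-fold lower; adjusted p 2.3e-16, edgeR). The ranges of GRZ-D and of the other strains did not overlap.

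Strains were also compared at later ages. At day 35, GRZ-D (n = 6) and MZM-0403 (n = 5) differed in 7030 brain genes, 3365 higher and 3665 lower in GRZ-D, and in 6507 skin genes, 2668 higher and 3839 lower. At day 147, GRZ-D (n = 6) and MZCS-0403 (n = 3) differed in 5975 brain genes, 3382 higher and 2593 lower in GRZ-D. The skin count at day 147 was 4041, 1870 higher and 2171 lower in GRZ-D, and without replicate 4 of the MZCS-0403 males it was 2481. Of the 2840 brain genes called against MZM-0403 at both day 21 and day 35, 95.5% kept their direction, against 74.4% of 3056 in skin. Of those called against MZCS-0403 at both day 21 and day 147, 94.6% of 2428 kept it in brain and 67.9% of 2004 in skin.

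Ages were compared within each strain to follow expression from youth to old age. In GRZ-D brain, 2622 genes differed between day 35 (n = 6) and day 21 (n = 8), 1344 higher and 1278 lower at day 35. Limma voom moved this count most, to 9320. Between day 147 and day 35 (n = 6 each), 2236 brain genes changed, 1167 up and 1069 down, and 627 of them at least 2-fold. In GRZ-D skin, 3808 genes differed between day 35 and day 21, 1717 higher and 2091 lower. Limma voom moved the skin count most too, to 8438. Between day 147 and day 35 the skin count was 10351, with 5577 up, 4774 down and 5381 changed at least 2-fold. Fitting only the libraries compared gave 9071 genes in brain and 9127 in skin for this step. The reported counts therefore do not show that more genes changed in skin than in brain. In MZM-0403, day 287 (n = 6) and day 35 (n = 5) differed in 4269 brain genes, 2121 up and 2148 down, and in 8456 skin genes, 3826 up and 4630 down. In MZCS-0403, day 147 (n = 3) and day 39 (n = 4) differed in 5512 brain genes, 2202 up and 3310 down, and in 7143 skin genes, 3583 up and 3560 down.

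**Figure D2:**
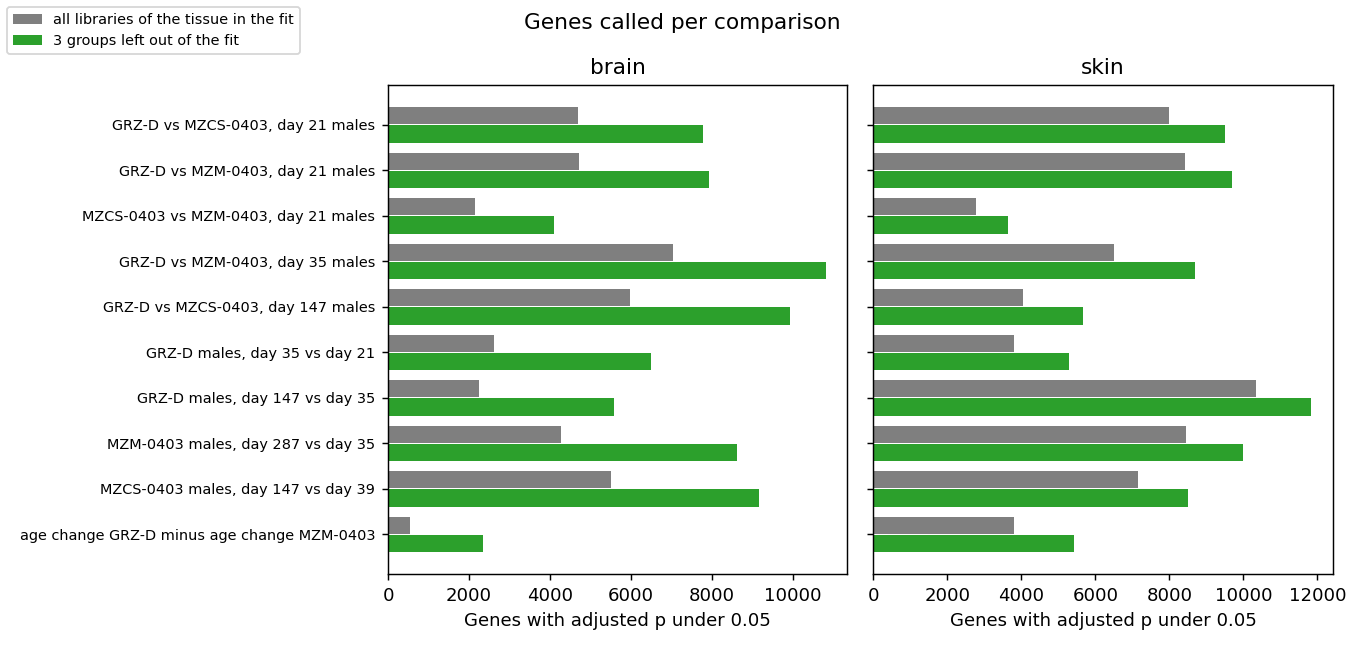
Number of genes with an adjusted p under 0.05 (edgeR quasi-likelihood) in each comparison, for brain and skin. Grey bars are fits with all libraries of the tissue and green bars fits without the 3 groups that hold libraries at odds with their tissue label. Green bars exceed grey ones throughout, from 2236 to 5590 for GRZ-D brain at day 147 and day 35, for example.

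The age changes of the strains overlapped. In brain, 1188 genes changed in both GRZ-D (day 147 and day 35) and MZM-0403 (day 287 and day 35), against 411 by chance, and 97.9% had the same direction. The correlation of the log2 fold changes across genes was 0.382. In skin, 4856 genes changed in both, against 3689.7 by chance, 93.2% of them in the same direction, with a correlation of 0.412. These comparisons share no library, but they come from 1 fit per tissue and share each gene's estimate of the spread. Genes with a small spread or many counts are more readily called in both. The numbers by chance in this paragraph assume that calls are independent across genes, so an excess over them does not by itself show shared age changes. The shares in the same direction do not rest on these numbers. GRZ-D and MZCS-0403 shared 970 changed genes in brain (530.4 by chance), 93.7% in the same direction, with a correlation of 0.219. In skin they shared 4297 (3116.8 by chance), 90.9% in the same direction, with a correlation of 0.464. MZM-0403 and MZCS-0403 shared 1440 in brain (1012.6 by chance), 80.2% in the same direction, with a correlation of 0.196. In skin they shared 3764 (2546.2 by chance), 93.2% in the same direction, with a correlation of 0.246. In GRZ-D, the changes from day 21 to day 35 and from day 35 to day 147 correlated at -0.17 in brain and -0.18 in skin. Both use the day 35 libraries, and counts simulated without any change gave -0.56 in brain and -0.55 in skin. Genes are not independent replicates in these correlations.

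The named genes that rose with age in brain were Nfu_g_1_015848 and Nfu_g_1_024366. Nfu_g_1_015848 rose from 15.8 ± 3.19 to 94.6 ± 45.8 CPM (SD, n = 6 each) in GRZ-D, a log2 fold change of 2.58 (SE 0.53, adjusted p 0.000303, edgeR). In MZM-0403 it rose from 27.8 ± 22.5 (n = 5) to 157 ± 32.6 CPM (n = 6), a log2 fold change of 2.50 (SE 0.56, adjusted p 0.000875, edgeR). Nfu_g_1_024366 rose from 0.969 ± 0.247 to 7.19 ± 9.15 CPM in GRZ-D (log2 fold change 2.88, SE 0.66, adjusted p 0.00154, edgeR), where replicate 2 of day 147 had 25.1 CPM. Without that library the log2 fold change was 1.89 with an adjusted p of 0.05 (edgeR), the highest over its alternatives, which began at 6.1e-05. In MZM-0403 it rose from 1.15 ± 0.376 to 22.8 ± 49.2 CPM (log2 fold change 4.31, SE 0.75, adjusted p 2.21e-05, edgeR), where replicate 3 of day 287 had 123 CPM. Without that library the log2 fold change was 1.24 with an adjusted p of 0.0867 (edgeR), the highest over alternatives that began at 1.68e-09.

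The named genes that fell with age in brain each rested on 1 library per strain. Nfu_g_1_008045 had a log2 fold change of -5.31 (SE 1.31, adjusted p 0.00347, edgeR) in GRZ-D, with 31.98 CPM in replicate 1 of day 35 and at most 0.480 in the other 5. Without that library it was -1.29, with an adjusted p of 0.715 (edgeR), the highest over alternatives that began at 4.66e-06. In MZM-0403 it was -4.34 (SE 1.25, adjusted p 0.00924, edgeR), with 22.3 CPM in replicate 12 of day 35 and at most 2.2 in the other 4. Without that library it was -2.47, with an adjusted p of 0.2 (edgeR), in a range over alternatives of 0.000443 to 0.205. Nfu_g_1_009634 had a log2 fold change of -6.03 (SE 1.45, adjusted p 0.0027, edgeR) in GRZ-D, with 38.4 CPM in replicate 1 of day 35 and at most 2.19 in the other 5. Without it the value was -3.05, with an adjusted p of 0.233 (edgeR), in a range of 4.79e-07 to 0.233. In MZM-0403 it was -4.02 (SE 1.26, adjusted p 0.0176, edgeR), with 28.9 CPM in replicate 12 of day 35. Without it the value was -2.17, with an adjusted p of 0.274 (edgeR), in a range of 0.0022 to 0.274. For each of these genes the day 35 libraries still lay above every older library.

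In skin, Nfu_g_1_008662 rose from 18.5 ± 8.03 to 178 ± 82.4 CPM (SD, n = 6 each) in GRZ-D, a log2 fold change of 3.27 (SE 0.53, adjusted p 6.6e-07, edgeR). In MZM-0403 its log2 fold change was 2.57 (SE 0.55, adjusted p 0.000136, edgeR), from 32.4 ± 23.1 (n = 5) to 193 ± 53.9 CPM (n = 6). Nfu_g_1_021212 rose from 16.2 ± 6.76 to 101 ± 41.7 CPM in GRZ-D, a log2 fold change of 2.64 (SE 0.48, adjusted p 7.04e-06, edgeR). In MZM-0403 its log2 fold change was 3.15 (SE 0.53, adjusted p 2.34e-06, edgeR), from 14.2 ± 10.02 to 126 ± 20.1 CPM. Nfu_g_1_023077 fell from 133 ± 110.5 to 3.02 ± 1.48 CPM in GRZ-D, a log2 fold change of -5.48 (SE 0.84, adjusted p 2.08e-07, edgeR). It fell from 82.7 ± 66.5 to 0.955 ± 1.03 CPM in MZM-0403, a log2 fold change of -6.41 (SE 0.90, adjusted p 5.57e-08, edgeR). Nfu_g_1_004382 fell from 6.74 ± 8.25 CPM to at most 1 count in each day 147 library of GRZ-D (at least 36.1-fold lower; adjusted p 0.000462, edgeR). Replicate 5 of day 35 had 21.8 CPM, replicate 4 had only 2 counts, and without replicate 5 the bound was 20.01-fold. In MZM-0403 it fell from 18.6 ± 21.7 to 0.389 ± 0.151 CPM, a log2 fold change of -5.55 (SE 1.46, adjusted p 0.00183, edgeR). With 2 surrogate variables that value was -2.93, with an adjusted p of 0.065 (edgeR), in a range over alternatives of 0.00073 to 0.065.

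**Figure D3:**
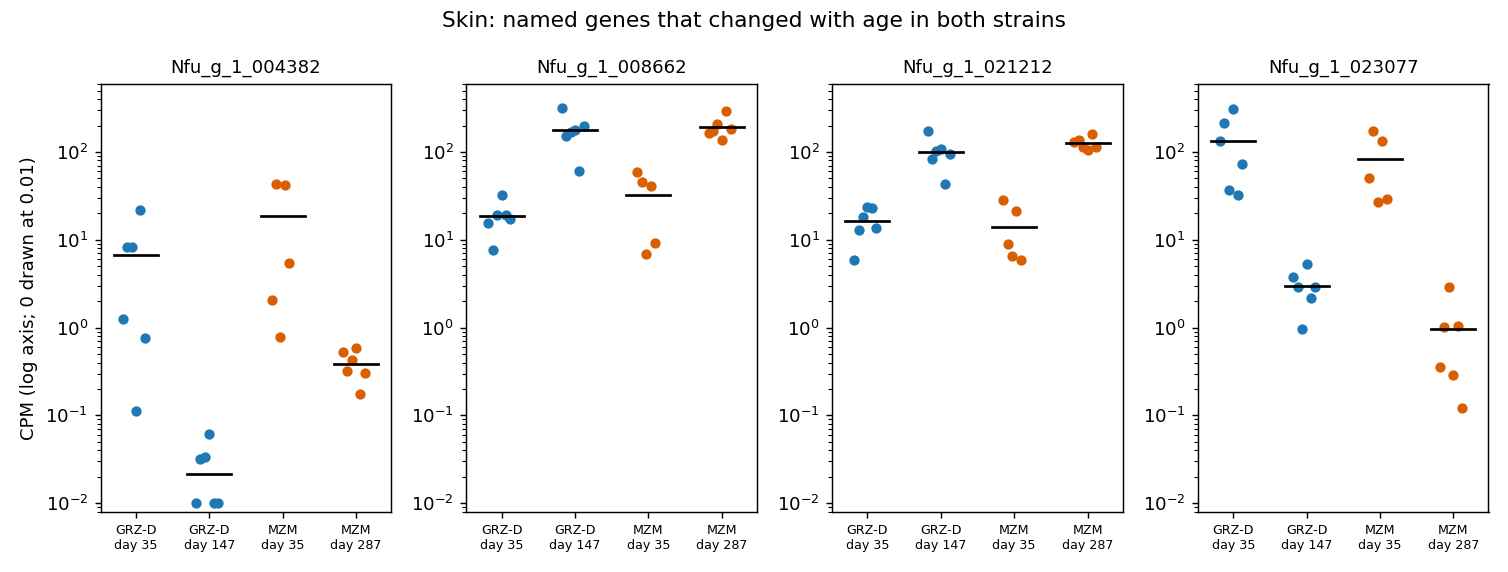
CPM (log axis) of the 4 genes named for skin, in each skin library of GRZ-D males at day 35 and day 147 and MZM-0403 males at day 35 and day 287. Points are libraries and lines group means. Within each strain the ages do not overlap: Nfu_g_1_008662 lay between 60.0 and 315 CPM in old GRZ-D and at most 32.5 CPM in young GRZ-D.

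Whether the age change itself differs between GRZ-D and MZM-0403 was tested as an interaction. In brain it was called in 536 genes, 352 with the more positive change in GRZ-D and 184 with the more negative. Limma voom moved this count most, to 3287, of which 1660 were more positive and 1627 more negative in GRZ-D. In skin it was called in 3808 genes, 2190 more positive and 1618 more negative in GRZ-D. Voom gave 7351, of which 3457 were more positive and 3894 more negative. The ages compared differ between the strains (day 147 in GRZ-D and day 287 in MZM-0403), so strain and age at sampling are not separated here. The age change of GRZ-D also differed between brain and skin, in 7914 of 21383 genes, 3874 more positive and 4040 more negative in brain. For this count voom was again the alternative that moved it most, to 9876.

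The sexes were compared in GRZ-D at day 49, with 3 fish labelled female and 6 labelled male. Among libraries labelled brain, 14963 genes differed, 9164 higher and 5799 lower in females. Fitting only the libraries compared moved this count most, to 8660. Among libraries labelled skin, 11806 genes differed, 7583 higher and 4223 lower in females. Without replicate 6 of the females the skin count was 7570, and without replicate 7 it was 7530. All 6 males and 1 of the 3 females have libraries at odds with their tissue label. Across genes, the log2 fold changes between the sexes correlated with those between brain and skin at 0.856 for libraries labelled brain and -0.87 for libraries labelled skin, and genes are not independent replicates here. The counts as labelled therefore mix sex with tissue. When brain and skin counts were added up for each fish, thinned to 1 depth, 6724 genes differed between the sexes by edgeR, 3751 higher and 2973 lower in females. This test was chosen after the labels had been found to be at odds with the data.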

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

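The tests of the 16 libraries at odds with their tissue label, of the sexes, of leaving 1 library out of the interactions and of genes high in 1 library were chosen only after the result was seen. Within groups of 4 to 10 libraries, a library was set aside when its gap to the nearest other library was large against the range of its group (Dixon's test), which chance alone does in about 1 of 20 groups. Of 26 groups, 4 had such a total count and 7 such a tissue profile, against 1.3 by chance each. Of 55 groups of a named gene, 10 did, against 2.75 by chance.

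Replicate 7 of the MZCS-0403 females of day 287 had a correlation with its labelled tissue minus that with the other tissue of -0.596 in the library labelled brain and -0.576 in that labelled skin, against 0.507 to 0.547 and 0.608 to 0.626 in the other 4 fish. It belongs to the 16 libraries closer to the other tissue. Mixing of both tissues in 1 library is argued against for the 8 libraries labelled brain: genes far higher in brain held a median of 0.605% of their counts, within the quartiles of 0.511% and 0.661% of the 76 libraries labelled skin and closer to skin. In the 8 labelled skin, genes far higher in skin held a median of 0.771%, above the upper quartile of 0.597% in the 76 libraries labelled brain and closer to brain, and up to 4.73%, so that some skin in these libraries cannot be told apart from variation between brain libraries. Biology of day 49 males is argued against by 2 of the 8 fish that are not day 49 males. An exchange of strain labels between GRZ-D and the longer-lived strains is argued against by a strain score from 10 genes higher and 11 lower in GRZ-D: in libraries after day 21 that are closer to their labelled tissue, it lay between 3.64 and 5.76 in GRZ-D and between -6.67 and -4.84 in the longer-lived strains. Of the 16 libraries, the 14 of GRZ-D had 4.18 to 5.44 and the 2 of MZCS-0403 had -6.21 and -5.94, so 0 lay outside these ranges, which were taken without them. The score does not separate MZCS-0403 from MZM-0403, so an exchange between these was not tested for the MZCS-0403 fish. A candidate explanation is an exchange of brain and skin within a fish, at dissection, library preparation or in the labels, since both libraries were at odds in all 8 fish concerned. Where the exchange would have happened was not tested, and no library was given another label.

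Replicate 3 of the GRZ-D males of day 147 had a difference of 0.442 in skin, against 0.582 to 0.648 in the other 5. Genes far higher in brain held 2.68% of its counts (Wilson interval 2.67% to 2.68%), against at most 0.919% in the 75 other libraries labelled skin and closer to skin. Brain tissue carried into that skin sample is therefore a candidate explanation. Replicate 1 of the MZM-0403 females of day 147 had a difference of 0.340 in brain, against 0.551 to 0.629 in the other 4. Genes far higher in skin held 5.82% of its counts (5.81% to 5.83%), but replicate 7 of the GRZ-D females of day 49 reached 6.28% (6.27% to 6.29%) in brain, so skin carried into the brain sample cannot be told apart from other causes for this library. No biological explanation was tested for either. Differences of 0.547 in skin of replicate 6 of the MZCS-0403 males of day 21 (0.609 to 0.632 in the others), 0.549 in brain of replicate 1 of the GRZ-D males of day 35 (0.590 to 0.615) and 0.567 in brain of replicate 3 of the MZM-0403 males of day 287 (0.590 to 0.604) also stood apart, and no explanation was tested for them.

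Total counts stood apart in 4 brain libraries: 35115395 in replicate 6 of the MZCS-0403 males of day 21, 34319155 in replicate 5 of the GRZ-D males of day 49, 41254724 in replicate 6 of the GRZ-D males of day 147 and 33785855 in replicate 2 of the MZCS-0403 females of day 217. All 4 are the highest of their groups. Depth as the whole cause of the age calls of GRZ-D is argued against by thinning all libraries to 1 total, which left a count of 94.6% of the full one in brain and 90.9% in skin.

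Nfu_g_1_024366 had 25.1 CPM in brain of replicate 2 of the GRZ-D males of day 147 (1.41 to 7.62 in the others) and 123 CPM in brain of replicate 3 of the MZM-0403 males of day 287 (2.201 to 3.15). An error confined to the brain library is argued against in the GRZ-D fish, whose skin library had 48.3 CPM of the gene, scaled by total counts, against at most 2.74 in the other 5. In the MZM-0403 fish, 14.3 CPM in skin against at most 8.30 leaves such an error and a fish with high expression in both tissues open, and they cannot be told apart. What sets the fish apart biologically was not tested.

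Replicate 1 of the GRZ-D males of day 35 had 31.98 CPM of Nfu_g_1_008045 (0.243 to 0.480 in the others) and 38.4 CPM of Nfu_g_1_009634 (0.442 to 2.19) in brain. Replicate 12 of the MZM-0403 males of day 35 had 22.3 CPM of Nfu_g_1_008045 (1.03 to 2.2) and 28.9 CPM of Nfu_g_1_009634 (1.01 to 3.81). If skin carried into the brain sample were the source of Nfu_g_1_009634, genes far higher in skin would have to hold 32.8% of the counts of the GRZ-D library, and they held 1.21% (1.206% to 1.214%), which argues against it. In the MZM-0403 library they would have to hold 3.86% and held 2.12% (2.118% to 2.129%), so that carry-over may have contributed there and cannot be told apart from expression in the brain. Nfu_g_1_008045 was not tested in this way.

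The other genes with 1 library apart were Nfu_g_1_017016 in brain of replicate 3 of the MZM-0403 males of day 21 (0.0656 CPM, or 2 counts, against 0 counts in the others), Nfu_g_1_011306 in brain of replicate 1 of the same group (1.09 CPM against at most 0.0656), Nfu_g_1_014748 in brain of replicate 5 of the MZCS-0403 males of day 21 (27.19 CPM against 11.5 to 16.8) and Nfu_g_1_023077 in skin of replicate 3 of the MZM-0403 males of day 287 (2.896 CPM against 0.122 to 1.04). In each of these 4 genes the groups compared did not overlap, and no explanation was tested.

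The age change differed between GRZ-D and MZM-0403 in 536 brain genes and 3808 skin genes. Unequal depth as the whole cause is argued against by thinning, which left a count of 81.7% of the full one in brain and 81.9% in skin. A single library as the whole cause is argued against by leaving out 1 library at a time, which left at least 70.9% in brain and 81.0% in skin. Other splits exchanged strain labels within the young and within the old fish, fitted on the libraries compared only. In brain, 1 of the 100 splits, the real one, gave as many calls as the real 2240, and the largest other gave 1863. In skin 2 of the 100 splits did: the other gave 6016 calls, against 3785 for the real one. Such splits also carry strain differences that are the same at both ages into the contrast. They therefore do not test whether the age change differs between the strains. The strains were sampled at different old ages, so a difference of strain and a difference of age stay open. In brain, skin carried into the day 35 samples of MZM-0403 stays open too.

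The age change of GRZ-D differed between brain and skin in 7914 genes. Depth as the whole cause is argued against by the 86.9% left after thinning, and the skin library of replicate 3 of day 147 by the 92.4% (7313 genes) left without that fish. In 1 of the 100 splits of the fish into the ages, the real one, the count was as large, and the largest of the other splits gave 1769. A difference between the tissues in how they age is one hypothesis that stays open, and the composition of the tissues was not tested.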

How the results depend on the processing

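The fits without the 3 groups that hold libraries at odds with their tissue label, and leaving out each library in turn for GRZ-D at day 147 and day 35, were chosen after seeing the data. The other alternatives were planned. The 24 counts of called genes were recomputed under 184 alternatives, besides those that left out a single library: 147 counts stayed within 1.5 times the count reported and 37 did not. RLE size factors, no filter on low counts, 2 surrogate variables and the fish as a block moved none of their counts past 1.5 times. The fish block gave 17696 genes for brain against skin and 6973 for the difference of the age changes between the tissues.

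Limma voom with quality weights moved 13 of 24 counts, all upward. In brain it gave 8620 genes for GRZ-D and MZCS-0403 at day 21, 9652 for GRZ-D and MZM-0403, 5361 for the longer-lived strains, 12900 for GRZ-D and MZM-0403 at day 35, 10078 for GRZ-D and MZCS-0403 at day 147, 9320 for GRZ-D from day 21 to day 35, 9624 from day 35 to day 147, 8536 for the age change of MZM-0403 and 3287 for the interaction of strain and age. In skin it gave 11034 for GRZ-D and MZM-0403 at day 35, 8438 for GRZ-D from day 21 to day 35, 11299 for the age change of MZCS-0403 and 7351 for the interaction. The cause was not tested. Voom also moved the share of calls in the higher direction by more than 10 points in 4 results. It was 65.7% and became 50.5% in the brain interaction (1660 more positive, 1627 more negative), 57.8% and 46.7% between the longer-lived strains in skin (1471 higher, 1680 lower), 64.2% and 51.0% between the sexes in skin (8272 higher, 7937 lower), and 57.5% and 47.0% in the skin interaction (3457 more positive, 3894 more negative).

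Fitting only the libraries of the groups compared moved 11 of 22 counts. In brain the counts became 7716 and 8285 for GRZ-D against MZCS-0403 and MZM-0403 at day 21, 4312 for the longer-lived strains, 10742 for GRZ-D and MZCS-0403 at day 147, 8557 and 9071 for the steps of GRZ-D from day 21 to day 35 and from day 35 to day 147, 2240 for the interaction, and, fewer, 8660 between the sexes. In skin they became 6859 for GRZ-D from day 21 to day 35 and, fewer, 1475 for the longer-lived strains and 1905 for GRZ-D and MZCS-0403 at day 147. The median log2 change of all genes in the skin interaction shifted by 0.11 in this fit. It has fewer libraries and its own estimate of the spread, and the cause was not tested further.

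Without the 3 groups, 10 of 20 counts moved, all in brain and all upward: 7781, 7942 and 4093 for the strains at day 21 in the order above, 10809 at day 35, 9921 at day 147, 6500 and 5590 for the steps of GRZ-D, 8631 for MZM-0403, 9157 for MZCS-0403 and 2351 for the interaction. The median biological coefficient of variation fell from 0.308 to 0.204 in brain and from 0.392 to 0.301 in skin. Libraries at odds with their tissue label may therefore widen the spread that all brain comparisons share and lower their counts. The ratio of the counts without the 3 groups to those with them had a median of 1.79 (1.54 to 4.39), whereas without 3 other groups it was 0.888 (0.632 to 0.908). In skin the medians were 1.25 and 0.934. Of the 2236 brain calls for GRZ-D from day 35 to day 147, all 2236 were also called without the 3 groups.

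The DESeq2 Wald test moved 1 count, the brain interaction, to 852. The replicate number as a block moved 2, the interactions, to 319 in brain and 2367 in skin. It also moved the share of calls in the higher direction in skin from 41% to 51.6% for GRZ-D and MZM-0403 at day 35 (2690 higher, 2519 lower) and from 64.2% to 52.7% between the sexes (7740 higher, 6935 lower). The numbers do not pair fish of different groups: in 18 comparisons within a tissue, libraries of the same number had mean correlations of -0.16 to 0.149 in their deviations from the group means, and in 0 of the 18 did all pairs exceed 0.1. The cause was not tested.

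Leaving out 1 library at a time gave, in brain, 380 to 676 genes for the interaction, 1758 to 1984 for GRZ-D from day 35 to day 147, 3236 to 4049 for the age change of MZM-0403, 4026 to 5495 for that of MZCS-0403, 6025 to 7755 for GRZ-D and MZM-0403 at day 35, 4455 to 5669 for GRZ-D and MZCS-0403 at day 147 and 12213 to 17616 between the sexes. In skin the ranges were 3084 to 4366, 9175 to 10641, 7071 to 8686, 5287 to 6594, 5207 to 6972, 2481 to 4188 and 7530 to 15794 in the same order. Past 1.5 times lay the 2481 without replicate 4 of the MZCS-0403 males of day 147, the 7570 without replicate 6 of the GRZ-D females of day 49 and the 7530 without their replicate 7. The females left in the last fits include replicate 8, whose libraries are at odds with their tissue label.

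The 32 results of named genes had 254 values under these alternatives: 249 kept their direction and an adjusted p under 0.05, 5 kept their direction only, and 0 reversed. A further 2 had no value when only the groups compared were fitted. The 16 results of the age comparisons also had 184 values without 1 library, of which 178 kept both and 6 kept their direction only. The 16 results of the strains at day 21, with 6 to 8 libraries per group, were not refitted in this way. The camera and fry tests of the 4 gene lists, with their prior counts and correlations, were not run because the IDs carry no gene symbols. Depth limits the skin interaction and the brain interaction most among the counts named here: thinned to the smallest total, they fell to 3118 and 438.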

Other observations

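The sex test on sums of brain and skin, the tests of carry-over and the day 100 values from fits without the 3 groups were chosen only after the result was seen. For the strain comparisons in brain, 1 of the 100 splits of the libraries gave as many calls as the real one, and it was the real one, for GRZ-D against MZCS-0403 at day 21, for GRZ-D against MZM-0403 at day 21, for the longer-lived strains at day 21 and for GRZ-D against MZM-0403 at day 35. For GRZ-D against MZCS-0403 at day 147 it was 1 of all 84 splits. In skin the same 5 comparisons also gave 1 of the 100 splits, or 1 of all 84 splits at day 147, where the largest other split gave 1896 calls against 1905 for the real one. For the age comparisons in both tissues, 1 of the 100 splits, the real one, gave as many calls for GRZ-D from day 21 to day 35, for GRZ-D from day 35 to day 147 and for MZM-0403, and 1 of all 35 splits for MZCS-0403. Between brain and skin of GRZ-D at day 21, 1 of the 100 splits that exchange the tissues within fish gave as many calls, the real one, and the largest of the others gave 13624 against 17659.

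Between the sexes, 1 of all 84 splits of the libraries labelled brain gave as many calls, the real one, as did 1 of all 84 of those labelled skin. These splits do not separate sex from tissue, because the 6 males and 1 of the 3 females have libraries at odds with their tissue label. Sums of brain and skin per fish do not depend on which library is which tissue. They left a count of 44.9% of that in brain as labelled and 57.0% of that in skin, which argues against tissue labels as the whole cause. Sex may contribute, but which genes it concerns in which tissue cannot be read from these counts.

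Skin carried into brain samples was tested as a cause of the age calls in brain. Genes far higher in skin held 0.668% of the brain counts of GRZ-D on average at day 35 and 0.395% at day 147, and 2.23% of those of MZM-0403 at day 35 and 0.403% at day 287. The MZM-0403 mean at day 35 leans on replicate 13, with 5.22%, against 0.482% to 2.25% in the other libraries. Less carry-over with age cannot double a gene, yet 25.5% of the calls that rose in GRZ-D and 38.5% of those in MZM-0403 did so 2-fold or more, which argues against it as the whole cause of the calls that rose. Of 329 genes that fell 2-fold or more in GRZ-D, 51.1% were higher in brain than in skin at day 21 and 24.6% higher in skin, which argues against it as the whole cause there. In MZM-0403, 26.5% of 792 such genes were higher in brain and 43.4% higher in skin. Genes far higher in skin made up 4.59% of its calls, against 3.65% of the genes tested, and their median log2 change was -1.04. Carry-over may therefore contribute to the calls that fell in MZM-0403, where it cannot be told apart from a change within the brain. The day 35 libraries of MZM-0403 also enter the brain interaction and the brain comparison with GRZ-D at day 35. There, genes far higher in skin had median log2 changes of 0.720 and -0.798. They made up 2.43% and 2.15% of the calls, below the 3.65% of the genes tested. A part of carry-over stays open in both.

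Called genes might lie next to each other in the order of their IDs, if the order follows the genome, which the files do not state. Among the genes that differed the same way from both other strains, neighbouring pairs in the same direction were 1.03 times as many as in 1000 permutations in brain (1-sided permutation p 0.357) and 1.07 times in skin (p 0.04). For the age change of GRZ-D the ratios were 1.12 in brain (p 0.105) and 1.06 in skin (p 0.001, the smallest the permutations can give). For the age change of MZM-0403 they were 1.16 (p 0.001) and 1.05 (p 0.011). The longer-lived strains against each other had the highest ratios, 1.30 in brain (p 0.001) and 1.21 in skin (p 0.005), and GRZ-D against MZM-0403 at day 21 had 1.09 in brain (p 0.026). GRZ-D against MZCS-0403 at day 147 had 1.06 in brain (p 0.027) and 1.14 in skin (p 0.005). The remaining strain comparisons had p above 0.05. GRZ-D against MZCS-0403 at day 21 had 1.04 in brain (p 0.197) and 1.04 in skin (p 0.06). GRZ-D against MZM-0403 had 1.03 in skin at day 21 (p 0.11), and at day 35 1.01 in brain (p 0.398) and 1.05 in skin (p 0.055). In brain the permutations thus show no excess for the genes that differed the same way from both strains at day 21, but a slight one for some single comparisons. Where there is an excess, coordinated expression of neighbours in general cannot be told apart from a source particular to the strains, because neither the age nor the strain comparisons had the higher ratios throughout, and the ratio depends on how many genes are called.

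Deviations from the group mean in brain and skin of the same fish correlated across genes by 0.0707 on average in the 4 groups of GRZ-D and 0.182 in the 8 groups of the longer-lived strains (exact 2-sided permutation p 0.00202 over 495 splits of the groups). Depth is argued against as the cause, since the GRZ-D groups had the higher mean total counts (ratio 1.06). Inherited differences between fish, fewer in a more inbred strain, may be the source. They would also predict a smaller spread in GRZ-D at day 21, where its biological coefficient of variation was 0.187 in brain, against 0.201 in MZCS-0403 and 0.144 in MZM-0403, and 0.253 in skin, against 0.408 and 0.253. Without 1 of its libraries the MZCS-0403 skin value fell as low as 0.274. At the other ages the GRZ-D groups had 0.135 to 0.162 in brain, below the 0.202 to 0.331 of the longer-lived groups, but 0.194 to 0.430 in skin, against 0.219 to 0.422. Without 1 of its libraries the MZM-0403 brain value at day 287 fell from 0.210 to 0.141, within the GRZ-D range. The spread goes against the prediction in brain of MZM-0403 at day 21 and in skin of GRZ-D at day 147, and in brain at later ages it rests on single libraries in part, so it does not decide, and inheritance cannot be told apart from other sources of shared deviation.

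The day 100 group of GRZ-D males allows a check that shares no library with the change from day 35 to day 147. Across genes, the change from day 21 to day 100 correlated with it by 0.368 in brain and 0.416 in skin, and genes are not independent replicates. Of the genes called between day 147 and day 35, 89.8% in brain and 82.6% in skin had the same sign, and 87.5% and 81.2% in fits without the 3 groups. This is consistent with an age-related change that has begun by day 100, although sampling and batch go along with age in this design.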
